A study of Homo sapiens with 9 samples. Its data were reported in "ASXL2 is essential for haematopoiesis and acts as a haploinsufficient tumour suppressor in leukemia" (2017).

How the data were processed

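Messenger RNA was sequenced from SKNO-1 cells, a human acute myeloid leukaemia cell line that carries the RUNX1-RUNX1T1 (AML1-ETO) fusion. The 9 samples formed 3 groups of 3: control cells (shControl), and cells with either of 2 shRNAs against ASXL2, here called shASXL2-2 and shASXL2-3 after the numbers in the labels. The labels name the control group EV without explaining the abbreviation, while the study describes a control shRNA, so the kind of control vector is uncertain. Per the labels, libraries were made with the Illumina TruSeq RNA kit from total RNA. The extraction text attached to these samples describes sorted bone marrow cells, which differs from the stated cell line; the cell line was taken as the source. The study's methods describe unstranded poly(A) libraries. The labels give each group the replicate numbers 1, 13 and 25, without saying what they stand for.

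The deposited values were whole-number counts per RefSeq transcript on the hg19 (GRCh37) genome build, not normalized, with a RefSeq accession, a gene symbol and a count in each of 48104 rows per sample. The program with which the authors counted reads was not stated for these files. Rows of the same gene often held identical counts, so a read shared by isoforms was counted in each of them: the sum over all rows was 2.24 times the sum with 1 row per gene. For this reason each of the 25680 gene symbols was represented by its transcript with the highest total over the 9 samples, and 9509 symbols had more than 1 row. A count on this scale therefore depended on the coverage of that transcript, and a shift between isoforms could move it.

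The total per sample was 62079356 to 79254366 counts over all rows and 27714431 to 35406063 counts with 1 row per gene. For a gene with no count, the smallest value this depth could show (3 counts) was between 0.0847 and 0.108 CPM, the count scaled to the library total. Such floors cover counting error only, since the reads carry no molecular identifiers that would mark copies made by PCR.

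Differential expression was tested with edgeR 4.0.16 in R 4.3.3, using the quasi-likelihood F test on the counts as deposited. Genes were kept by filterByExpr with its default settings, a minimum count of 10 and a minimum total of 15, which left 14199 genes. Library sizes were scaled by the trimmed mean of M values (TMM). All 9 samples entered a single fit with 1 coefficient per group, which left 6 residual degrees of freedom. The 4 contrasts were each shRNA against shControl, the mean of both shRNAs against shControl, and shASXL2-3 against shASXL2-2. P values were adjusted by the Benjamini-Hochberg method within each contrast, with a threshold of 0.05. The standard error of a log2 fold change was taken as its size divided by the square root of its F statistic. Because the 3 groups share replicate numbers in the labels, the same fit was also made with the replicate number as a block, which left 4 residual degrees of freedom; it is called the paired fit. Whether the numbers pair the samples was checked by correlating the deviations of log2 CPM from the group means between samples of different groups. The mean over same-numbered samples was compared with that under each of the 36 ways to number the samples within the groups. The test across numberings was added after seeing the data.

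The fits were tested on simulated counts drawn from the real genes' means and library sizes, with 200 genes changed by 1 on the log2 scale. The spread and any differences between replicate numbers were taken from the paired fit, with the same differences in every group. Where such differences were simulated, the fit without the block recovered 61.2% of the changed genes and the paired fit 90%, and 4.77% of the calls of the paired fit were false. This setting favours the paired fit by construction, so it does not show that its calls in the real data are correct. There the differences may vary between groups. Without such differences the fits recovered 91.2% and 91%. With no changed genes, the largest number of calls was 1.

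The genes named in the report were set by a rule written before the data were examined. It listed ASXL2, NOTCH2, TET2, ASXL1, ASXL3, RUNX1, RUNX1T1, the HOXA genes and MEIS1. It added, among genes past the threshold for both shRNAs averaged, changed the same way by each shRNA and with all 6 knockdown samples on the same side of all 3 controls, the 5 that rose and the 5 that fell most. It also added the 3 genes with the smallest adjusted p for each shRNA alone and for the difference between the shRNAs. Where fewer passed the threshold, the rule asked only for those that pass. In these contrasts no gene passed without the block, so this part of the rule named none. The 3 genes with the smallest p values in each contrast were named nonetheless, which departs from the rule. No gene met the second part in the fit without the block; that part was therefore also applied to the paired fit, a step chosen after seeing the data.

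The alternatives set before the data were examined were RLE and upper-quartile scaling, DESeq2 1.42.0, voom with sample quality weights in limma 3.58.1, no filter on low counts, at least 10 counts in every sample, every transcript as deposited, the sum over transcripts, only the groups compared, the paired fit, leaving out each sample in turn, and an added minimum of 1.5-fold. For the correlation between shRNAs, contrasts with no shared control sample were also computed. Chosen after seeing the data were a correction for transcript length and GC content, alone and in the paired fit, the paired fit with DESeq2, the paired fit on every transcript, and, for the correlation, separate controls matched on replicate number. The correction fitted each sample's deviation in log2 CPM on natural splines of log2 transcript length and of GC content with 5 degrees of freedom each and entered the fitted values as an offset.

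Gene positions, transcript lengths and GC content were taken from the GENCODE annotation mapped to GRCh37, from the canonical transcript of each gene. Of the 25680 symbols, 21844 matched by symbol, 2204 by RefSeq accession, 185 by synonym and 1447 did not match; 97.1% of the tested genes had a length. RefSeq exon structures on this build were not used here. Chromatin and other data of the study were not analysed here.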

Results

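Transcript counts were available for 9 RNA samples of SKNO-1 cells, with 3 samples each of shControl, shASXL2-2 and shASXL2-3. With 1 transcript per gene, the totals were 35406063, 29197656 and 29705803 counts in the shControl samples numbered 1, 13 and 25. They were 30572331, 31537775 and 28366622 counts for shASXL2-2 and 30385271, 32648040 and 27714431 counts for shASXL2-3. The 10 most abundant genes took between 3.84% and 5.20% of the counts of a sample. Within groups, a chi-square statistic of the counts per degree of freedom was 18.5 to 136 over the pairs of samples, so no pair agreed within sampling noise and no samples were merged. This does not test whether the samples were independent.

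The first question was whether the shRNAs lowered their target. ASXL2 (NM_018263) lies on chromosome 2 at 25956622 to 26101356 on the minus strand (GRCh37) and is protein-coding. Its normalized read count was 67.9, 67.9 and 74.7 CPM (counts scaled to the effective library size) in the shControl samples numbered 1, 13 and 25. It was 30.4, 36.2 and 36.2 CPM with shASXL2-2 and 26.9, 29.1 and 41.1 CPM with shASXL2-3. Relative to the control of the same number, 48.8% ± 4.26 (SD, n = 3) of the ASXL2 signal was left with shASXL2-2 and 45.8% ± 8.13 (SD, n = 3) with shASXL2-3. All 6 knockdown samples lay below all 3 controls. In a two-sided exact permutation test of log2 CPM over the 84 splits of 6 against 3 samples, which ignores the replicate numbers, p was 0.0119. Over the 27 splits that take 1 sample of each number as control, the exact permutation p was 0.0370. Each was the smallest value its splits allow.

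**Figure D1:**
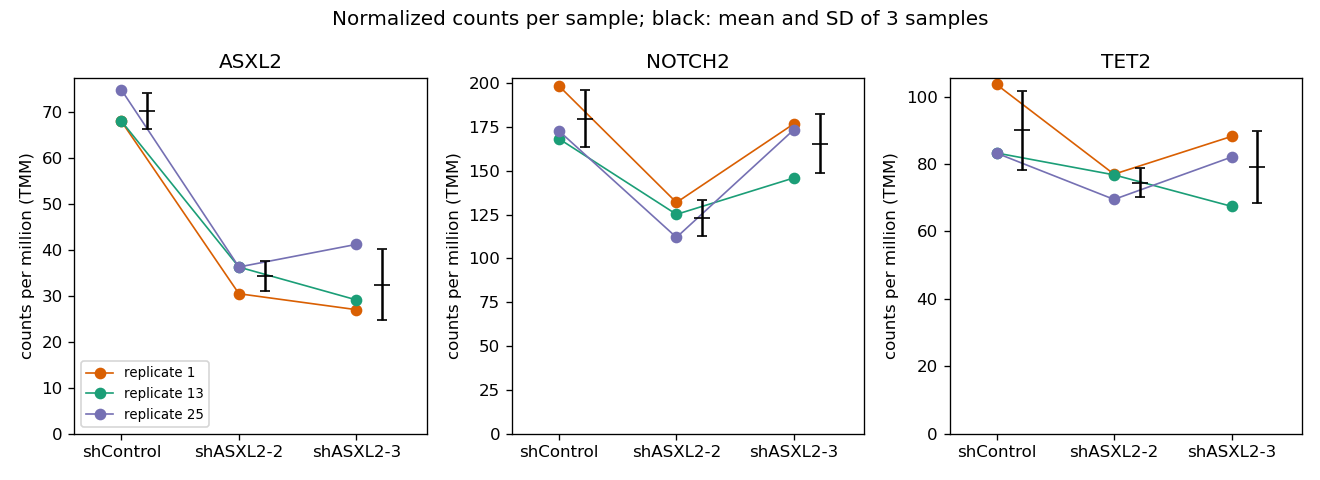
Normalized read counts (CPM, vertical axis from 0) of ASXL2, NOTCH2 and TET2 in each sample, by group on the horizontal axis; lines join samples of the same replicate number, and black bars give the mean and SD of 3 samples. ASXL2 was between 26.9 and 41.1 CPM in the knockdown samples and between 67.9 and 74.7 CPM in the controls.

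In edgeR's quasi-likelihood test without the replicate block, the ASXL2 log2 fold change was -1.03 (SE 0.16) with shASXL2-2 and -1.12 (SE 0.16) with shASXL2-3. With Benjamini-Hochberg adjustment across genes, neither passed, at adjusted p values of 0.808 and 0.612. In the paired fit, with the replicate number as a block, the log2 fold changes were -1.04 (SE 0.10, edgeR adjusted p 0.00469) and -1.13 (SE 0.10, edgeR adjusted p 0.00407). The pairing was taken from the labels. It was checked on the deviations of log2 CPM from the group means across genes: the mean correlation was 0.598 over the 9 pairs of same-numbered samples from different groups, with a lowest value of 0.398. Of the 36 ways to number the samples within the groups, only the labels' own gave a mean as high (one-sided exact permutation test, p = 0.0278, the smallest value possible), and the next highest was 0.395. ASXL2 did not differ between the shRNAs in either fit, with a log2 difference of -0.08 without the block (edgeR adjusted p 0.998) and -0.10 with it (edgeR adjusted p 0.706).

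The samples numbered 1 also stood apart on the largest source of variation. The first principal component of log2 CPM held 52.9% of the variance. The samples numbered 1 had scores of -24.9 in shControl, -21.2 in shASXL2-2 and -58.6 in shASXL2-3, and the other 6 samples had scores between 4.84 and 25.0. Component 2, with 13.6% of the variance, parted the samples numbered 13, at -19.2 to -13.9, from those numbered 25, at 13.8 to 17.4. Component 3, with 11.1% of the variance, parted the 3 controls, at -19.8 to -11.5, from the 6 knockdown samples, at 2.57 to 13.3. Its gene loadings had a Spearman correlation of -0.377 with transcript length across genes, against -0.0211 for component 1.

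**Figure D2:**
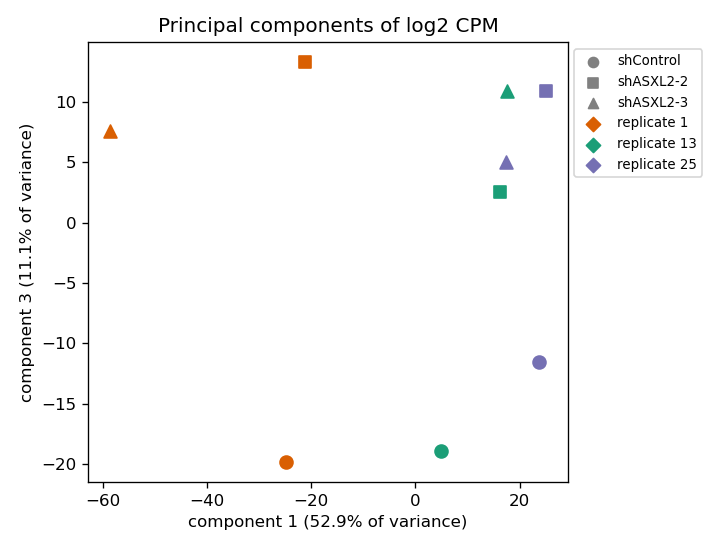
Scores of the 9 samples on principal components 1 (52.9% of variance) and 3 (11.1% of variance) of log2 CPM; the shape gives the group and the colour the replicate number. Samples numbered 1 lie at the left, and the 3 controls lie below the 6 knockdown samples.

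The next question was which genes each shRNA changed. Without the replicate block, edgeR called 0 genes at an adjusted p under 0.05 in each of the 4 contrasts. At an unadjusted p under 0.05 there were 762 genes for shASXL2-2, 723 for shASXL2-3, 942 for both shRNAs averaged and 293 for the difference between the shRNAs, of 14199 tested. With the replicate number as a block, edgeR called 40 genes for shASXL2-2 (14 rose and 26 fell) and 59 for shASXL2-3 (26 rose and 33 fell). For both shRNAs averaged it called 156 genes, of which 36 rose and 120 fell, and between the shRNAs 15 genes differed. The biological coefficient of variation was 0.192 without the block and 0.0875 with it. The alternative that moved the counts most was DESeq2 with the replicate block, chosen after seeing the data, which called 610 genes for both shRNAs averaged.

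Without the block, 0 genes were changed the same way by each shRNA at the threshold, and 290 were at an unadjusted p under 0.05 in both contrasts. With the block, 13 genes passed with each shRNA, all in the same direction in both contrasts, where 0.166 were expected from the sizes of the lists (Fisher's exact test, p = 2.95e-22). The contrasts share their control samples, so this test does not treat independent lists. The 13 genes were ASXL2, DST, TTC28, H6PD and IQGAP2, which fell, and PRDX3, METRNL, GPR97, KMO, TMEM176B, NR2F6, TFR2 and MEST, which rose. After correction for transcript length and GC content in the paired fit, 2 genes passed with each shRNA.

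Across the 14199 tested genes, which are not independent replicates, the log2 fold changes of the shRNAs had a Pearson correlation of 0.515 and a Spearman correlation of 0.538. With the block these were 0.547 and 0.551. Both contrasts use the same control samples, which makes such correlations positive even without a common effect. These values alone therefore do not measure agreement between the shRNAs. When the controls were divided so that no control sample entered both contrasts, the mean Pearson correlation over the 6 ways to do so was 0.0868, with a range of -0.147 to 0.296, and the mean Spearman correlation was 0.119. In those contrasts the controls of each shRNA also carried different replicate numbers. In a version chosen after seeing the data, each knockdown sample was set against the control of its own number and no number entered both contrasts. The mean Pearson correlation was then 0.244 over the 6 ways to do so, with a range of 0.0706 to 0.398.

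**Figure D3:**
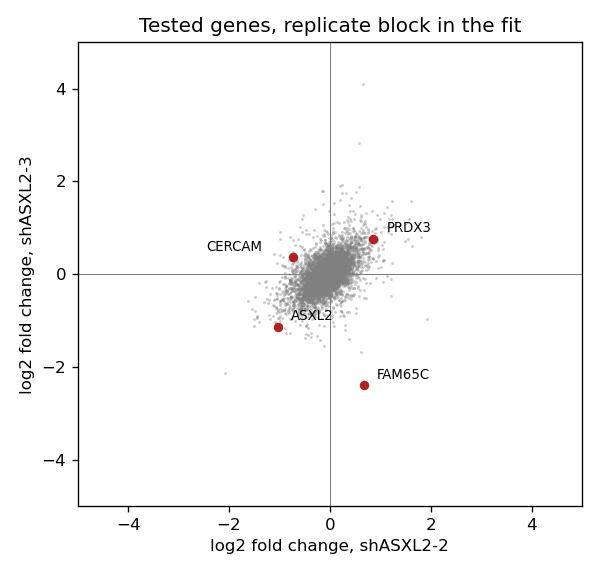
Log2 fold change against shControl with shASXL2-2 (horizontal) and shASXL2-3 (vertical) of each of the 14199 tested genes in the paired fit; red points mark ASXL2, PRDX3, CERCAM and FAM65C. ASXL2 fell and PRDX3 rose with each shRNA, whereas CERCAM and FAM65C had opposite signs. The Pearson correlation was 0.547, and the shared controls alone would make it positive.

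NOTCH2 and TET2 were examined because the study named them as lower after loss of ASXL2. Its methods for RNA sequencing describe Cuffdiff and a P under 0.05, without saying there whether P was adjusted. The adjusted threshold used here may therefore be stricter than the study's. NOTCH2 (NM_024408), protein-coding, lies on chromosome 1 at 120454176 to 120643366 on the minus strand (GRCh37). Its level was 179.8 ± 16.3 CPM in shControl, 123 ± 10.1 CPM with shASXL2-2 and 165 ± 17.0 CPM with shASXL2-3 (SD, n = 3 each). The log2 fold change for both shRNAs averaged was -0.33 (SE 0.10, edgeR adjusted p 0.623) without the replicate block and -0.33 (SE 0.07, edgeR adjusted p 0.0488) with it. The unadjusted edgeR p values were 0.00643 and 0.000536. With the block the value was -0.54 (edgeR adjusted p 0.0428) with shASXL2-2 and -0.12 (edgeR adjusted p 0.437) with shASXL2-3, and the difference between them did not pass (edgeR adjusted p 0.0884). The other NOTCH2 transcript, NM_001200001, had fewer counts, at 1564 ± 299 counts in shControl against 5780 ± 1247 for NM_024408. It had a paired log2 fold change of -0.75 (SE 0.15, edgeR adjusted p 0.0540). Counts of NOTCH2 are uncertain to the extent that reads are shared with its partial copy NOTCH2NL, whose paired log2 fold change for both shRNAs averaged was -0.06 (edgeR adjusted p 0.665). The NOTCH2NL value was -0.21 with shASXL2-2 (edgeR adjusted p 0.236) and 0.08 with shASXL2-3 (edgeR adjusted p 0.620). Neither passed, but NOTCH2NL was also the lower with shASXL2-2. With the length and GC correction in the paired fit, NOTCH2 was at -0.13 (edgeR adjusted p 0.292) for both shRNAs averaged, at -0.32 (SE 0.06, edgeR adjusted p 0.105) with shASXL2-2 and at 0.06 (SE 0.06, edgeR adjusted p 0.683) with shASXL2-3.

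TET2 (NM_001127208), protein-coding, lies on chromosome 4 at 106067032 to 106200973 on the plus strand (GRCh37). Its level was 90.03 ± 11.8 CPM in shControl, 74.4 ± 4.27 CPM with shASXL2-2 and 79.2 ± 10.7 CPM with shASXL2-3 (SD, n = 3 each). The log2 fold change for both shRNAs averaged was -0.23 (SE 0.11, edgeR adjusted p 0.785) without the replicate block and -0.23 (SE 0.08, edgeR adjusted p 0.137) with it. The change did not pass the threshold across genes in either fit. TET2 was below the control of the same number in all 6 pairs, and its unadjusted p in edgeR's paired fit was 0.0128, against 0.0627 without the block. The other TET2 transcript, NM_017628, with 1069 ± 257 counts in shControl (SD, n = 3), had a paired log2 fold change of -0.59 (SE 0.14, edgeR adjusted p 0.0703). With the length and GC correction in the paired fit, TET2 was at -0.09 (edgeR adjusted p 0.514).

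The paralogue ASXL1 (NM_015338) had a log2 fold change of -0.14 for both shRNAs averaged without and with the block (edgeR adjusted p 0.822 and 0.243). RUNX1 (NM_001001890) was at -0.19 without the block and -0.20 with it (edgeR adjusted p 0.789 and 0.155), and RUNX1T1 (NM_175636) at -0.13 in both fits (edgeR adjusted p 0.858 and 0.2998). The cells carry the RUNX1-RUNX1T1 fusion, and these counts do not separate its transcript from those of the unfused genes. ASXL3 was below the filter, with a mean of 0.011 CPM in shASXL2-3 and no count in the other groups. None of the 11 HOXA genes or MEIS1 passed the filter. Of these 12 genes, 9 had no count in any sample, so their expression was not detectable at this depth, at which the smallest visible value was 0.0847 to 0.108 CPM. HOXA11 had counts in 8 samples, with a highest count of 5, and HOXA4 and HOXA5 had at most 1 count in any sample.

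The genes with the smallest p values for shASXL2-2 besides ASXL2 were PRDX3, PTPN14 and TFR2, each with an edgeR adjusted p of 0.808 without the replicate block. PRDX3 (NM_006793; chromosome 10, 120927232 to 120938324, minus strand) was 97.1 ± 17.6 CPM in shControl, 175 ± 13.5 CPM with shASXL2-2 and 163 ± 14.3 CPM with shASXL2-3 (SD, n = 3 each). Its log2 fold change with shASXL2-2 was 0.85 (SE 0.14) without the block and 0.86 (SE 0.08, edgeR adjusted p 0.00469) with the replicate block. PTPN14 was at -0.74 in both fits (paired edgeR adjusted p 0.0428), and TFR2 at 0.57 (paired edgeR adjusted p 0.0165). With the length and GC correction in the paired fit, PRDX3 remained at 0.75 (edgeR adjusted p 0.0169), while PTPN14 went to -0.51 (edgeR adjusted p 0.105).

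For shASXL2-3 the genes with the smallest p values besides ASXL2 and PRDX3 were ST8SIA6, TAL1 and COL14A1, each with an edgeR adjusted p of 0.897 without the replicate block. Their log2 fold changes were -0.77, -0.56 and -1.36. With the block they were -0.77 (edgeR adjusted p 0.02997), -0.56 (edgeR adjusted p 0.02997) and -1.35 (edgeR adjusted p 0.0308). Adding the length and GC correction to the paired fit left TAL1 at -0.51, which did not pass (edgeR adjusted p 0.0520). ST8SIA6 at -0.71 and COL14A1 at -1.23 still passed (edgeR adjusted p 0.0494 each). TAL1 (NM_001290404; chromosome 1, 47681962 to 47697897, minus strand) was 54.0 ± 5.77 CPM in shControl, 51.2 ± 3.78 CPM with shASXL2-2 and 36.6 ± 1.57 CPM with shASXL2-3 (SD, n = 3 each). The difference in TAL1 between the shRNAs did not pass in the paired fit (edgeR adjusted p 0.0744).

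For the difference between the shRNAs the genes were FAM65C, MIR30A and CERCAM, each with an edgeR adjusted p of 0.998 without the block. In the paired fit, with the replicate block, FAM65C was lower with shASXL2-3 than with shASXL2-2 by a log2 difference of -3.07 (SE 0.38, edgeR adjusted p 0.0269), at 1.11 ± 0.555 CPM with shASXL2-2 and 0.123 ± 0.0135 CPM with shASXL2-3 (SD, n = 3 each). The shASXL2-3 samples numbered 1, 13 and 25 held only 4, 4 and 3 FAM65C counts, near the smallest visible value. The size of this difference is therefore uncertain. MIR30A, a microRNA row of 71 nt, was higher with shASXL2-3 by 1.41 (SE 0.18, edgeR adjusted p 0.0307). The study's methods describe poly(A) libraries of fragments longer than this row. Its counts therefore may come from a longer transcript and need not measure the microRNA itself. CERCAM (NM_016174; chromosome 9, 131174030 to 131199630, plus strand) was higher with shASXL2-3 by 1.10 (SE 0.11, edgeR adjusted p 0.0106). It was 47.1 ± 1.60 CPM in shControl, 28.9 ± 7.41 CPM with shASXL2-2 and 61.6 ± 12.5 CPM with shASXL2-3 (SD, n = 3 each).

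Across the paired results, 87 genes passed for both shRNAs averaged with all 6 knockdown samples on the same side of the 3 controls and the same sign with each shRNA. The 5 that rose most were AMICA1, MPZL2, GPR97, METRNL and PRDX3, with log2 fold changes of 1.20, 1.09, 0.95, 0.86 and 0.81 (edgeR adjusted p 0.00268 to 0.0462). The 5 that fell most were ALOX12P2, ASXL2, DNMBP-AS1, CDHR1 and PAX5, with log2 fold changes of -2.10, -1.09, -1.03, -0.92 and -0.79 (edgeR adjusted p 0.00098 to 0.0472). Under the length and GC correction in the paired fit, AMICA1, MPZL2, ALOX12P2, DNMBP-AS1, CDHR1 and PAX5 no longer passed (edgeR adjusted p 0.0512 to 0.102). Their log2 fold changes were then 1.15, 1.01, -2.14, -1.06, -0.80 and -0.62, so those of AMICA1, ALOX12P2 and DNMBP-AS1 moved little. The corrected fit held only genes with a length, which without the correction already lowered the calls from 156 to 74. The lost calls therefore do not show that length made these changes. GPR97, METRNL, PRDX3 and ASXL2 still passed (edgeR adjusted p 0.00233 to 0.0423), and all these genes kept their direction. ALOX12P2 is annotated as a pseudogene, so its counts are uncertain where its sequence matches related genes. It had 1.42 ± 0.42 CPM in shControl (SD, n = 3).

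The fold changes were related to transcript length. In the paired fit for both shRNAs averaged, the Spearman correlation of log2 fold change with transcript length was -0.355 across 13785 genes with a length, which are not independent replicates. It was -0.348 for shASXL2-2, -0.289 for shASXL2-3 and 0.0681 for the difference between the shRNAs. The correlation with GC content was -0.0243. The median log2 fold change for both shRNAs averaged was 0.10 in the class with the shortest transcripts and -0.11 in the class with the longest, of 5 classes of equal size. Among called genes, the median transcript length was 2044 nt for those that rose and 7538 nt for those that fell, against 3047 nt for all genes. The slope of log2 CPM on log2 transcript length was 0.0233 ± 0.0170 in shControl, -0.0159 ± 0.0186 with shASXL2-2 and -0.00750 ± 0.0118 with shASXL2-3 (SD, n = 3 each). The knockdown sample had the lower slope in all 6 same-numbered pairs (two-sided exact permutation test over the 27 splits with 1 sample of each number as control, p = 0.0370; over all 84 splits, which ignore the numbers, p = 0.0119; each the smallest value possible).

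**Figure D4:**
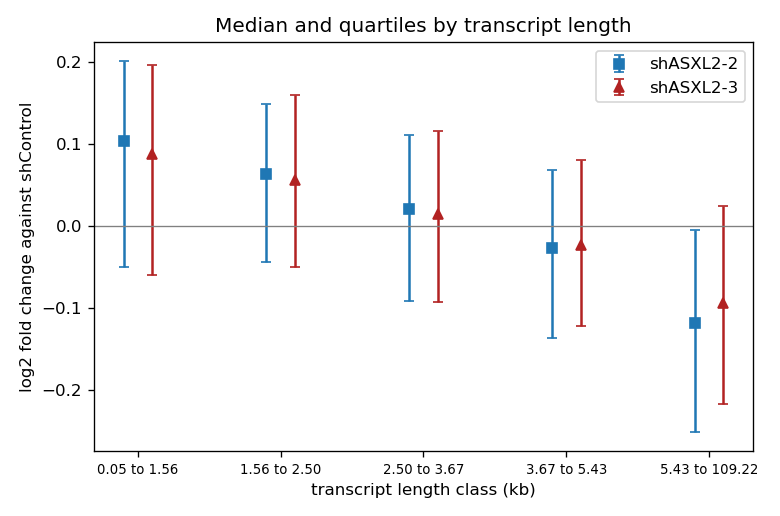
Median log2 fold change against shControl (vertical axis; bars give the quartiles over genes) by transcript length class in kb, for each shRNA in the paired fit; the 5 classes hold equal numbers of genes. The median went from 0.10 to -0.12 with shASXL2-2 and from 0.09 to -0.09 with shASXL2-3 from the shortest to the longest class.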

Values the study reported

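The study compared 2 shRNAs against ASXL2 with a control shRNA in SKNO-1 cells. It reported that about 90% of the genes whose expression changed on loss of ASXL2 were bound directly by RUNX1 or its fusion.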

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

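The test of unequal ASXL2 knockdown and the length and GC correction were chosen only after the results were seen. The shRNAs had different effects on 15 genes in the paired fit with the replicate block, of which 9 were higher and 6 lower with shASXL2-3. These stood out because the difference between the effects was itself tested. Without the block, 0 genes passed and 293 had an unadjusted p under 0.05. CERCAM had the smallest adjusted p, with a log2 difference of 1.10 (edgeR adjusted p 0.0106). It was -0.73 against shControl with shASXL2-2 (edgeR adjusted p 0.0428) and 0.36 with shASXL2-3, which did not pass (edgeR adjusted p 0.123), and the difference had the same sign in all 3 replicate numbers. For 12 of the 15 genes the fold changes against shControl had opposite signs, but none of these passed against shControl in both directions, and genes chosen for a large difference tend to lie on either side of a shared control.

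Across genes, the difference between the shRNAs was hardly related to transcript length (Spearman correlation 0.0681 in the paired fit), which argues against length as its source. The length and GC correction thus had little to remove, so the count after it adds little to this. In the paired fit 23 genes differed after the correction, and 13 in the same genes without the correction. Although 100% of the genes kept their sign without the samples numbered 1, the genes had been chosen for a difference that holds across the numbers, so this could hardly come out otherwise and does not rule out an influence of those samples. For 1 gene the difference rested on them: CA9 differed by 3.44 on the log2 scale over all samples and by 0.71 in the samples numbered 13 and 25, with 385 counts in the shASXL2-3 sample numbered 1. In the samples numbered 13 and 25 it had 0 and 0 counts with shASXL2-2, and 0 and 3 counts with shASXL2-3. The sign kept by CA9 without the samples numbered 1 thus rested on 3 counts. ASXL2 itself did not differ between the shRNAs (edgeR adjusted p 0.706), so the test gave no sign of unequal knockdown. Of the 4 splits of these 6 samples that part every same-numbered pair, 1, the real split, gave as many genes in the paired fit. The other 3 gave 0 genes, with 304 to 1320 genes at an unadjusted p under 0.05 against 1693 in the real split. Without the block, 1 of the 4 gave as many genes at an unadjusted p under 0.05. Since 4 splits cannot give a share under 0.05, the splits alone cannot tell the pattern apart from a chance difference between the sets of cultures. Off-target effects of either shRNA may contribute, but no seed-match test was made because the shRNA sequences were not used here.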

How the results depend on the processing

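The fit without the replicate block gave 0 genes in every contrast, with 762, 723, 942 and 293 genes at an unadjusted p under 0.05 for shASXL2-2, shASXL2-3, both shRNAs averaged and the difference. These counts of 0 held under RLE and upper-quartile scaling, no filter, at least 10 counts in every sample, every transcript, the sum over transcripts, only the groups compared, and the length and GC correction without the block. The added minimum of 1.5-fold could not raise a count of 0. They did not hold under 4 kinds of change, in the order of contrasts just given. DESeq2 called 21, 19, 44 and 11 genes, and 3 the same way with each shRNA. Voom with sample quality weights called 4 genes for shASXL2-2 and 4 for both shRNAs averaged, and 0 for the other contrasts. The replicate block gave 40, 59, 156 and 15 genes, and 13 the same way with each shRNA. Chosen after seeing the data, the replicate block with the length and GC correction gave 4, 42, 26 and 23 genes, and 2 the same way. The replicate block with DESeq2 gave 362, 460, 610 and 144, and 127 the same way. The replicate block on every transcript gave 93, 170, 295 and 41 rows, and 26 the same way. Across the 9 fits that each left out a sample, the counts were 0 for shASXL2-2 and for the difference, from 0 to 1 for shASXL2-3, from 0 to 2 for both shRNAs averaged, and 0 the same way with each shRNA. At an unadjusted p under 0.05 the counts moved more, from 374 to 1216 for shASXL2-2 and from 406 to 1075 for shASXL2-3. They ran from 463 to 1632 for both shRNAs averaged and from 164 to 663 for the difference. In these fits ASXL2 stayed between -1.08 and -0.95 with shASXL2-2 and between -1.32 and -1.01 with shASXL2-3. The replicate block had a tested basis, since same-numbered samples deviated together (mean correlation 0.598). Why DESeq2 called more was not tested.

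The ASXL2 fold change kept its direction in every alternative run and passed the threshold in some. For shASXL2-2 it passed under DESeq2 (-1.03, adjusted p 9.95e-05), voom with quality weights (-0.98, 0.0403), the replicate block (-1.04, 0.00469), the block with the length and GC correction (-0.83, 0.0169), the block with DESeq2 (-1.03, 1.54e-16) and the block on every transcript (-1.04, 0.0117). For shASXL2-3 it passed under DESeq2 (-1.12, adjusted p 5.43e-06), the replicate block (-1.13, 0.00407), the block with the correction (-0.97, 0.00399), the block with DESeq2 (-1.14, 5.21e-20) and the block on every transcript (-1.13, 0.0165). NOTCH2 for both shRNAs averaged passed with the replicate block (-0.33, adjusted p 0.0488), with the block and DESeq2 (-0.33, 0.00152) and with the block on every transcript (-0.33, 0.0494). It did not pass with the block and the length and GC correction (-0.13). TET2 passed in none of the alternatives run; its values ran from -0.32 with the sum over transcripts to -0.09 with the correction.

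The Pearson correlation between the shRNAs was 0.0868 with separate controls, 0.244 with separate controls matched on replicate number (chosen after seeing the data), against 0.515, and from 0.186 to 0.712 across the 9 fits that each left out a sample; it was 0.547 with the replicate block. Separate controls leave few samples per contrast, and unmatched ones set different numbers against each other, so these lower values do not measure shared controls alone. Over the genes with an adjusted p under 0.05 for either shRNA it could not be computed without the block, because no gene passed. For the other 20 named genes, 389 of 458 values under an alternative stayed on the same side of the threshold with the same direction, 69 passed where they had not, and 0 reversed; some of these genes were named for passing in the paired fit. No call could be lost when a sample was left out, because none was made without the block.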

Other observations

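Of the tests in this part, several were chosen only after the results were seen. They were those of the low-oxygen list, of library size, of GC content for the length pattern and of uneven coverage. The same holds for the excess of fallen genes, the length and GC correction of NOTCH2, TET2 and ASXL2, and the dealt splits for both shRNAs averaged.

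The samples numbered 1 stood apart from the other 6 on the first principal component. Neither transcript length (Spearman correlation with the gene loadings -0.0211) nor GC content (-0.00741) accounted for it, and the sample numbered 1 was the largest library in 1 of the 3 groups. The genes with the largest loadings included known targets of the response to low oxygen, so a list of 26 other such genes was written and tested. All 25 that passed the filter were higher in the samples numbered 1 than in those numbered 13 and 25, by a median of 0.52 on the log2 scale. This median was above 100% of 10000 random lists matched on mean expression, of which the largest was 0.26. Each sample's median deviation for the list was 0.11, 0.19 and 0.79 in the samples numbered 1 of shControl, shASXL2-2 and shASXL2-3. It was 0.08 in the shASXL2-3 sample numbered 25 and between -0.27 and -0.17 in the other 5 samples. CA9 had 21, 34 and 385 counts in those samples and at most 3 in the others. Lower oxygen or denser culture of the samples numbered 1 is a candidate explanation, but culture density was not analysed here. The list also differed between groups of the same number. The shASXL2-3 sample was the highest in number 1, and in number 25 (0.08, against -0.17 in shControl and -0.19 with shASXL2-2). In number 13 it was at -0.24, between shControl (-0.27) and shASXL2-2 (-0.23). Whether the knockdown or that shRNA contributed was not tested and remains open.

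Long transcripts were lower in the knockdown samples, with each shRNA. GC content (Spearman correlation with log2 fold change -0.0243) did not account for this. Nor did library size, as the knockdown library was the smaller in 4 of the 6 same-numbered pairs. The length of the gene on the chromosome had a partial correlation of -0.0119 given transcript length, against -0.294 for transcript length given gene length. Uneven coverage of transcripts remained: over 775 isoforms of 516 genes with under 0.5 times the counts of the main isoform and a mean of at least 50 counts, the ratio to the main isoform was lower in the knockdown sample in 6 of 6 pairs. The groups differed by -0.10 on the log2 scale in this ratio, which did not pass a two-sided exact permutation test, either over the 27 splits with 1 sample of each number as control (p = 0.0741) or over all 84 (p = 0.0952). The pattern may therefore reflect the state of the RNA or the library, and it cannot be told apart from an effect of ASXL2 on long transcripts.

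The length pattern bears on the genes called for both shRNAs averaged. Refitted on the 13785 genes that have a length, the paired fit called 22 that rose and 52 that fell, against 36 and 120 over all 14199 tested genes. Since 98.7% of those 156 genes have a length, the calls depended on which other genes entered the fit. With the length and GC correction it called 16 that rose and 10 that fell, so the excess of fallen genes went away. NOTCH2 went from -0.33 to -0.13 and TET2 from -0.23 to -0.0885, while ASXL2 went from -1.09 to -0.90 and still passed (edgeR adjusted p 0.00233). With shASXL2-2 alone NOTCH2 went from -0.54 to -0.32 (SE 0.06, edgeR adjusted p 0.105), and with shASXL2-3 from -0.12 to 0.06. The lower TET2 counts and some of the lower NOTCH2 counts could thus be part of the length pattern. The correction would also remove a true effect on long transcripts, which this test cannot separate.

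Other splits of the samples were compared with the real groups. Splits that take 1 sample of each number as control were used, 27 in all, since other splits place same-numbered samples together and mix the number with the group. Without the block and with the knockdown samples as a single group, 1 of the 27 splits, the real one, gave as many genes at an unadjusted p under 0.05 (1035, against at most 524). With the block in the same kind of fit, 12 genes passed and 2 of the 27 splits gave as many; the other had 14 and took the shASXL2-3 samples numbered 1 and 25 and the shControl sample numbered 13 as controls. With the 3 groups kept in the fit, 100 of the 108 ways to deal the samples of each number to the groups were drawn. As many as 156 genes were called for both shRNAs averaged in 2 of 100. The other kept the real controls and exchanged samples between the shRNAs (162 genes, with 341 and 2 for the mixed groups singly). A further split of this kind called only 2 genes averaged, with 1 and 2 singly. Keeping the real controls thus did not by itself give a high count. Splits with other controls gave at most 45. As many as 13 genes were called the same way by each shRNA in 1 of 100, the real split, and at most 5 in the others. For shASXL2-2 alone, 1 of the 4 splits that part every same-numbered pair gave as many genes, with the block and without it, and the same held for shASXL2-3; 4 splits cannot give a share under 0.05. The 341 genes of a mixed group, against 40 and 59 for the real shRNAs, show that such counts depend on which samples are grouped.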
